A study of Rattus norvegicus with 4 samples. Its data were reported in "Role of the Egr2 Promoter Antisense RNA in Modulating the Schwann Cell Chromatin Landscape" (2024).

How the data were processed

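Hi-C joins and sequences DNA ends that lay close together in the nucleus, so that each read pair counts as 1 contact between 2 places in the genome. It was carried out on primary Schwann cells, the glial cells of peripheral nerve, from rat sciatic nerve. Per the labels, the cells had been infected for 48 hours, at 2 viral units per cell, with Lenti-AS, a lentivirus that overexpresses an antisense RNA of the Egr2 promoter, or with Lenti-GFP, the backbone virus carrying GFP. Each group held 2 libraries, numbered 1 and 2 in the sample titles, and each library was made with the Arima kit and sequenced in pairs of 150 bp reads.

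The authors deposited 1 raw matrix per library, made with HiC-Pro, whose values are counts of contacts per pair of 10 kb bins with no normalization. They also deposited matrices of balanced signal at 10 kb and 100 kb, 1 per group, in which the libraries of a group had been merged and then balanced by the authors with iterative correction (ICE), so that every bin has the same total. The authors' methods name the rat build rn6 for the other assays of the study and for gene annotation, and none for the alignment of Hi-C reads. The bin tables end chromosome 1 at position 282763074, and rn6 was assumed. All positions below are rn6 positions counted from 1. The raw counts were used for every comparison between the groups. The 10 kb balanced signal was turned back into counts to find which contacts of the merged matrices lie outside the single libraries, and these contacts were used only to weigh explanations. The balanced signal at 100 kb was used for an alternative call of compartments.

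The libraries held between 70488877 and 110770015 contacts. Of 277880 bins on the numbered chromosomes and X, 246245 were used for contacts within chromosomes. The rest held fewer cis contacts, summed over the 4 libraries, than 0.25 of the median bin. At 10 kb the mean count per pair of bins between 50 kb and 2 Mb was below 1 in every library, so a single pair at this resolution is measured with large counting error. Intervals are 95% Wilson intervals and cover counting error only.

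Loops were called in each library on its own. HiCDCPlus, which the study used, is not installed here. A negative binomial regression of the counts of pairs between 50 kb and 2 Mb was fitted per chromosome in its place, with a spline of log distance with 6 degrees of freedom and the log of the cis contacts of both bins. It was fitted to 200000 sampled pairs, pairs with an upper tail below 0.025 were removed, and it was fitted again. A pair was a loop at q of at most 0.05 after Benjamini-Hochberg adjustment within the chromosome. Tested on simulated data with 600 pairs raised by 10 times their expected count, the caller made 304 calls, recovered 46.3% of the raised pairs, and 8.55% of its calls were false.

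Counts were compared between Lenti-AS and Lenti-GFP with the quasi-likelihood test of edgeR 4.0.16 and Benjamini-Hochberg adjustment, with group as the only term. The test was run on the pairs called as loops in at least 1 library, on pairs of 100 kb bins up to 1.9 Mb apart with a mean count of at least 10, and on the trans contacts, those between different chromosomes, of each 10 kb bin. For both kinds of cis pairs the offsets were the contacts of each library at the same distance. For trans contacts TMM factors were used, after bins with few trans contacts had been removed with the default filter of edgeR. The study's rule for a changed loop was an unadjusted p below 0.05 with more than a change of 1 on the log2 scale in either direction, and it was applied to the same fit. DESeq2 1.42.0 was an alternative. In counts simulated from the real means with 200 changed features, edgeR recovered 2.0% of the 4-fold changes among loops, 87.0% among 100 kb pairs and 100% among trans bins. With the study's rule, 8325 of 8405 calls in the simulated loops were false. Only 200 of the 201635 simulated loops had been changed, so most calls had to be false there. The share of false calls in the data cannot be read from it.

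Compartments were described by the first eigenvector of the correlation matrix of distance-normalized contacts at 100 kb, computed per library after balancing. Its sign was turned so that it correlated positively with the trans contacts of the bins, and bins were not named A or B. Insulation was the log2 of the mean balanced contact across a bin within a 200 kb window, relative to the chromosome's mean, and boundaries were its local minima with a prominence of at least 0.2. OnTAD, which the study used for domains, is not installed here. Both measures were compared with limma 3.58.1. In the simulated data for limma every bin was given the same spread between libraries. There limma recovered all of the eigenvector shifts of 0.5 and 99.0% of the insulation shifts of 0.25. Eigenvector differences of -0.87 and -0.65 in the data did not pass, so this recovery does not carry over to real bins.

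Values with 1 number per library were compared by a two-sided exact permutation test of the group means, which cannot go below 0.333 with 2 libraries against 2. The distances of changed and unchanged loops were compared by a permutation test with 100000 resamples across loops, which are not independent replicates. Features were named by a rule fixed before the data were examined. In each test across many features these are the 3 largest increases and the 3 largest decreases past the adjusted threshold with both Lenti-AS libraries on the same side of both Lenti-GFP libraries. Where none passed, the 2 lowest p-values in each direction are given.

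Alternatives changed the scaling, the tool, the count filter, the choice of loops, the window, the depth, the pairing of libraries by their numbers and the set of libraries. A gene annotation of rn6 was not used here, so the study's genes, Egr2, Mtor and the AP-1 genes, were not placed among the bins and their planned tests were not run. The GC content and restriction sites of bins were not used either. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and R 4.3.3.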

Results

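The 3D genome of primary rat Schwann cells was measured by Hi-C in cells that overexpressed the Egr2 promoter antisense RNA (Lenti-AS, 2 libraries) and in cells that received the GFP control virus (Lenti-GFP, 2 libraries). The study asked whether the antisense RNA changes loops, domains and compartments. The Lenti-GFP libraries held 94956821 and 110770015 contacts, and the Lenti-AS libraries held 74811640 and 70488877. From Lenti-GFP to Lenti-AS the mean fell by 29.4%, and both Lenti-AS libraries lay below both Lenti-GFP libraries.

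The makeup of the libraries was compared first, because loop calls depend on it. Trans contacts, between different chromosomes, made up 12.7% ± 0.0935 of the contacts in Lenti-GFP and 12.997% ± 0.0402 in Lenti-AS (SD, n = 2, two-sided exact permutation p = 0.333, the smallest this design allows). The widest 95% Wilson interval of a single library, that of Lenti-AS replicate 2, ran from 12.96% to 12.98%. Contacts between 50 kb and 2 Mb made up 31.6% ± 0.0902 in Lenti-GFP and 31.1% ± 0.147 in Lenti-AS (SD, n = 2, exact permutation p = 0.333). Both differences were larger than the spread between replicates, and no difference in this design can pass 0.05 in an exact test. Leaving out contacts within 1 bin moved the difference in trans share most, from 0.287 to 0.476 percentage points.

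Loops were then counted, to ask whether the antisense RNA changed their number. Lenti-GFP libraries had 95186 ± 10184 significant loops and Lenti-AS libraries had 67023 ± 2937 (SD, n = 2, exact permutation p = 0.333). Per 1000000 contacts, this came to 925 ± 1.60 loops in Lenti-GFP and 923 ± 1.62 in Lenti-AS (SD, n = 2). When each library was thinned to the number of contacts between 50 kb and 2 Mb of the shallowest library, the order of the groups changed, with 62385 ± 306 loops in Lenti-GFP and 64998 ± 72.8 in Lenti-AS (SD, n = 2, exact permutation p = 0.333). Of the loops called in either of 2 libraries, 26.7% were shared by both Lenti-GFP libraries, 25.3% were shared by both Lenti-AS libraries, and between 24.5% and 25.4% were shared by a library of each group. In the thinned libraries these shares were 24.2% for Lenti-GFP, 25.1% for Lenti-AS and between 24.4% and 24.7% for a library of each group.

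**Figure D1:**
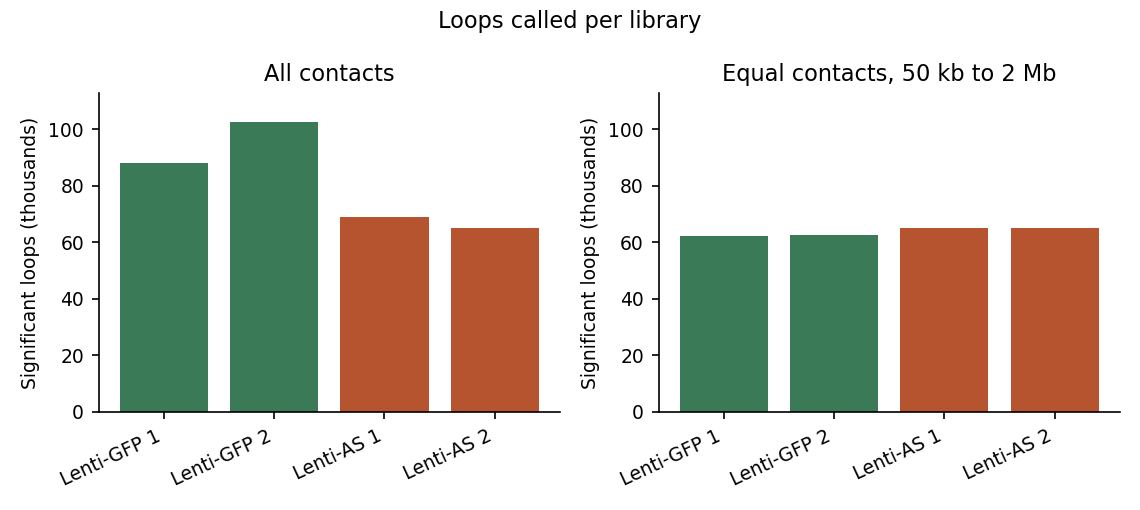
Bars show the number of significant loops in each of the 4 libraries, with all contacts on the left and with equal numbers of contacts between 50 kb and 2 Mb on the right. With all contacts the counts run from 64946 in Lenti-AS replicate 2 to 102387 in Lenti-GFP replicate 2, and in the thinned libraries both Lenti-AS libraries lie slightly above both Lenti-GFP libraries.

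The distance between loop anchors was compared next. The median loop distance was 845 ± 7.07 kb in Lenti-GFP and 760 ± 14.1 kb in Lenti-AS (SD, n = 2, exact permutation p = 0.333). In the thinned libraries the medians were 775 ± 7.07 kb and 755 ± 7.07 kb (SD, n = 2), so the difference dropped from -85 to -20 kb and kept its direction.

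Differential loops were sought among 201635 pairs of bins called as loops in at least 1 library. With edgeR, 17 loops passed an adjusted p of 0.05, of which 10 were higher and 7 lower in Lenti-AS. At an unadjusted p below 0.05 there were 7138 loops, where a uniform p gives 10082. The remaining ways to split the 4 libraries into pairs gave 5246 and 5280 such loops and 0 past the adjusted threshold, so the count was above that of other splits. Each of these splits, here and below, holds 1 library of each group on both sides. A difference between the groups then adds to their spread and lowers their counts, so they are no plain measure of chance. Offsets that also held the contacts of both bins left 6 loops, of which 3 were among the 17, and DESeq2 called 2. Without Lenti-GFP replicate 1 or without Lenti-GFP replicate 2 edgeR called 0 loops, with 4085 and 4353 at an unadjusted p below 0.05, and without either Lenti-AS library it called 5. In simulated loops of the same depth the test recovered 2.0% of the 4-fold changes, so most changes of that size were not detectable at this depth.

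Many of the 17 loops lay in a few stretches. On rn6 chromosome 1, 8 of them started between 55 and 57 Mb, 7 lower and 1 higher in Lenti-AS, and 4 started within 2 Mb after 180 Mb, all higher. The other 5 lay elsewhere and were higher. These stretches were chosen after the calls had been seen. The largest increase joined the bins at 180800001 to 180810000 and 181280001 to 181290000 on chromosome 1, with 1.73 ± 1.36 scaled contacts in Lenti-GFP and 18.6 ± 1.49 in Lenti-AS (SD, n = 2, log2 fold change 3.39, edgeR adjusted p = 0.00316). The other increases named by the rule had log2 fold changes of 3.32 (chromosome 1, 180850001 and 181280001) and 3.04 (chromosome 7, 450001 and 1590001). The largest decrease joined 55220001 to 55230000 and 55710001 to 55720000 on chromosome 1, with 298 ± 7.22 scaled contacts in Lenti-GFP and 170.3 ± 18.04 in Lenti-AS (SD, n = 2, log2 fold change -0.81, edgeR adjusted p = 6.09e-12). The mean over all pairs at this distance was 0.667 contacts. The other decreases shared the first bin and had log2 fold changes of -0.80 and -0.68. In all 6 of these loops both Lenti-AS libraries lay on the same side of both Lenti-GFP libraries.

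**Figure D2:**
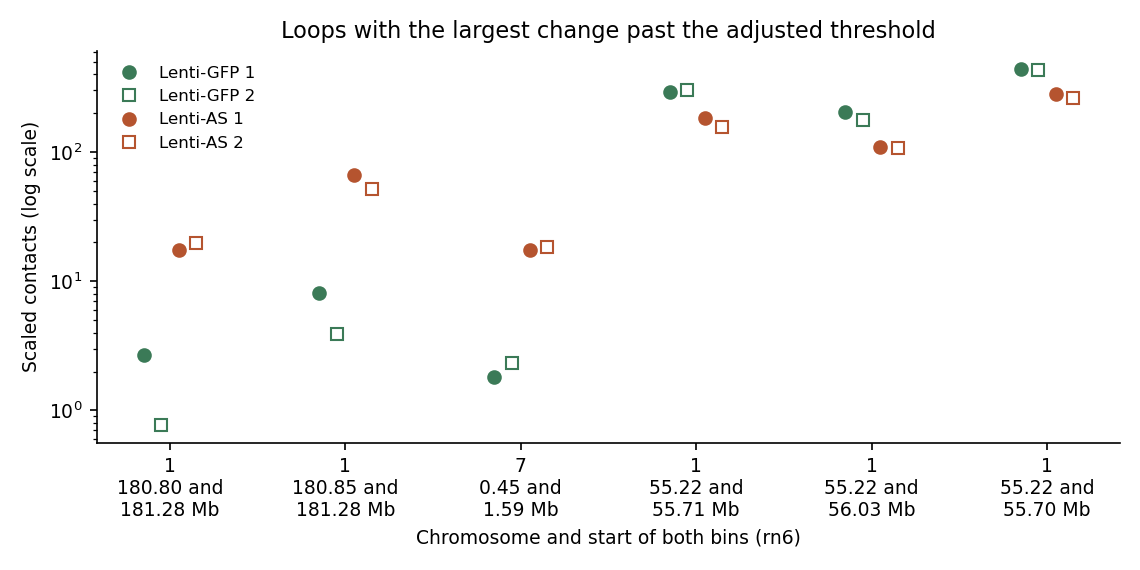
Points show the scaled contacts, on a log axis, of the 6 loops with the largest increase or decrease past the adjusted threshold in each of the 4 libraries, with the chromosome and the start of both bins below. The 3 loops on the left are higher in both Lenti-AS libraries, and the 3 on the right, which share the bin at 55220001 of chromosome 1, are lower.

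Under the study's rule, which does not adjust p for the number of loops, 5812 loops changed, of which 3082 were gained and 2730 were lost in Lenti-AS. The same rule applied to the remaining ways to split the 4 libraries into pairs gave 4666 and 4703 loops. Lost loops made up 47.0% of the changed loops. Among loops called in both libraries of a group they made up 53.6%, and without Lenti-GFP replicate 1 they made up 37.3% of 3662 loops.

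The distance of these changed loops was compared with that of the static loops. The median was 520 kb for 5812 dynamic loops and 890 kb for 195823 static loops (difference -370 kb, two-sided permutation p = 1e-05, the smallest that 100000 resamples can give, across loops that are not independent replicates). Among loops called on the sum of all 4 libraries, thinned to equal numbers of contacts between 50 kb and 2 Mb, both medians were 1010 kb (difference 0 kb, permutation p = 1). With static loops matched on mean count the difference was -190 kb (permutation p = 1e-05), and for the 17 loops past the adjusted threshold it was -400 kb (permutation p = 0.0462).

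Contacts between 100 kb bins hold more counts. Of 307815 pairs tested with edgeR, 1014 passed an adjusted p of 0.05, with 289 higher and 725 lower in Lenti-AS. The remaining splits of the 4 libraries gave 0 pairs past the threshold with edgeR. At an unadjusted p below 0.05 they gave 10979 and 10418, against 27218 for the groups, where a uniform p gives 15391. As for loops, a difference between the groups lowers the counts of these splits. Neighbouring bins made up 58.3% of these pairs and 8.44% of all tested pairs. With offsets that also held the contacts of both bins, 179 pairs passed, 139 higher and 40 lower, and 32 of them were among the 1014. DESeq2 called 17. With 1 library left out there were between 130 pairs, without Lenti-AS replicate 2, and 664 pairs, without Lenti-GFP replicate 2. The largest increase joined 180800001 to 180900000 and 181200001 to 181300000 on chromosome 1, with 7.71 ± 4.34 scaled contacts in Lenti-GFP and 77.8 ± 9.04 in Lenti-AS (SD, n = 2, log2 fold change 3.36, edgeR adjusted p = 1.09e-26). The other named increases were on chromosome 1, between 180600001 and 180800001 (log2 fold change 2.51) and between 58500001 and 59200001 (2.13). The largest decrease joined 85300001 to 85400000 and 86700001 to 86800000 on chromosome 4, with 16.5 ± 4.79 scaled contacts in Lenti-GFP and 2.99 ± 0.758 in Lenti-AS (SD, n = 2, log2 fold change -2.39, edgeR adjusted p = 0.0137). The others were on chromosome 1, between 34700001 and 36300001 (-2.23, with 0 contacts in Lenti-AS replicate 2), and on chromosome 12, between 16100001 and 17000001 (-2.09).

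Compartments were compared by the first eigenvector of 25588 bins of 100 kb. With limma, 0 bins passed an adjusted p of 0.05, and 3132 had an unadjusted p below 0.05, 559 higher and 2573 lower in Lenti-AS, where chance gives 1279. The remaining splits of the 4 libraries into pairs also gave 0 bins past the threshold, with 599 and 681 at an unadjusted p below 0.05. With 200 kb bins 0 passed, and 193 higher and 1685 lower bins had an unadjusted p below 0.05. With quantile-normalized eigenvectors, a scaling that gives every library the same spread of values, 0 passed, and 1127 were higher and 1169 lower at an unadjusted p below 0.05. No other tool was run on the eigenvector. Without Lenti-AS replicate 1 there were 281 bins past the threshold, and without Lenti-AS replicate 2 there were 143. The mean value was -0.213 and -0.216 in the Lenti-GFP libraries and -0.262 and -0.266 in the Lenti-AS libraries. The sign of the group means differed in 659 bins (2.58%), against 611 bins between both Lenti-GFP libraries and 758 between both Lenti-AS libraries. The lowest adjusted p was 0.148. Of the bins with the lowest p in each direction, all on chromosome X and none past the threshold, those at 146600001 and 94400001 differed by 0.58 and 0.57, and those at 118000001 and 117600001 by -0.87 and -0.65. The eigenvector of chromosome X explained 4.27% of the variance, the least of all chromosomes. Libraries of a group also correlated least there (r = 0.969 in Lenti-GFP and 0.946 in Lenti-AS). Its correlation with trans contacts, which sets the sign, ran from 0.0505 on chromosome 19 to 0.441 on chromosome 6.

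Domain boundaries were compared by the insulation score of 240479 bins of 10 kb. With limma, 2 bins passed an adjusted p of 0.05, and 13333 had an unadjusted p below 0.05, where chance gives 12024. The remaining splits of the 4 libraries into pairs gave 2 and 12 bins past the adjusted threshold, as many as the groups or more. At an unadjusted p below 0.05 these splits gave 10599 and 10964 bins, fewer than the groups. The bin at 230160001 to 230170000 on chromosome 2 scored -6.40 ± 0.03 in Lenti-GFP and -5.53 ± 0.05 in Lenti-AS (SD, n = 2, limma adjusted p = 0.0289). The bin at 34180001 to 34190000 on chromosome 6 scored -6.45 ± 0.03 and -7.48 ± 0.01 (SD, n = 2, limma adjusted p = 0.00925), and it was left out of the loop model for few cis contacts. Both bins had windows with a mean below 100 contacts, so a filter at that count removed them, and limma called 0 of the bins that were left, with 13585 at an unadjusted p below 0.05. Leaving out 1 library gave between 50 bins, without Lenti-AS replicate 1, and 73 bins, without Lenti-AS replicate 2. Lenti-GFP had 7965 ± 82.0 boundaries and Lenti-AS 8259 ± 26.9 (SD, n = 2, exact permutation p = 0.333). In the thinned libraries the difference of 294 became 115. Boundaries lay within 1 bin of each other in 77.5% of cases between libraries of the same group and in 77.1% between groups. The share was 79.7% for both Lenti-GFP libraries and 75.4% for both Lenti-AS libraries. For a library of each group it ran from 76.6% to 77.8%, so only the Lenti-GFP libraries shared more with each other than with the other group. In the thinned libraries the Lenti-GFP pair shared 76.1% and the Lenti-AS pair 75.3%, against 74.8% to 75.8% between groups. Much of the difference between the pairs was thus lost at equal depth.

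The trans contacts of 257848 bins of 10 kb were compared with edgeR. There were 291 bins past an adjusted p of 0.05, 181 higher and 110 lower in Lenti-AS, and DESeq2 called 58. The higher bins include 2 of the mitochondrial genome and 1 of chromosome Y. At an unadjusted p below 0.05 there were 23290 bins. The remaining splits of the 4 libraries gave 7933 and 8717 such bins with edgeR and 0 past the adjusted threshold. A uniform p gives 12892, so these splits lay below chance. Leaving out 1 library gave between 80 bins, without Lenti-AS replicate 1, and 1071 bins, without Lenti-GFP replicate 2. The bin at 48530001 to 48540000 on chromosome 17 had 3.41 ± 0.396 scaled trans contacts in Lenti-GFP and 129 ± 40.7 in Lenti-AS (SD, n = 2, log2 fold change 5.19, edgeR adjusted p = 2.9e-36). The other named increases, at 39460001 on chromosome 1 and 11750001 on chromosome 9, had log2 fold changes of 4.97 and 4.56. All 3 of these bins were left out of the loop model for few cis contacts. The bin at 124590001 to 124600000 on chromosome 2 had 39.5 ± 6.21 scaled trans contacts in Lenti-GFP and 17.0 ± 0.0619 in Lenti-AS (SD, n = 2, log2 fold change -1.22, edgeR adjusted p = 0.0420). The other named decreases, at 128510001 on chromosome 6 and 157010001 on chromosome X, had log2 fold changes of -0.98 and -0.94.

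The share of contacts that fell on each chromosome was compared to look for differences in copy number. Among the numbered chromosomes and X, the largest difference was on chromosome 12, with a log2 ratio of Lenti-AS to Lenti-GFP of -0.09 (exact permutation p = 0.333). On 18 of 21 chromosomes both Lenti-AS libraries lay on the same side of both Lenti-GFP libraries, where chance gives 33.3%. Across the 21 chromosomes, the log2 ratio of Lenti-GFP replicate 1 to replicate 2 correlated with that of Lenti-AS replicate 1 to replicate 2 (Pearson r = 0.940, Spearman rho = 0.894, permutation p = 1e-05 for each, the smallest that the resamples can give). Without the 2 farthest chromosomes r was 0.830. Chromosomes are not independent replicates.

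**Figure D3:**
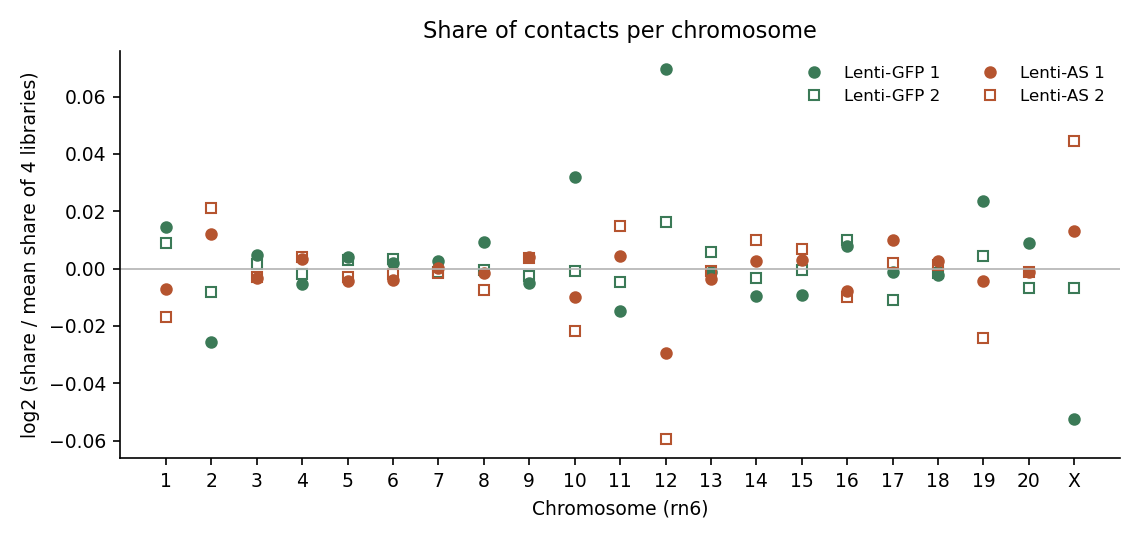
Points show the share of contacts on each chromosome as the log2 ratio to the mean share of the 4 libraries. On chromosome 12 the 4 libraries lie apart, with shares of 1.75% and 1.69% in Lenti-GFP and 1.63% and 1.60% in Lenti-AS.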

Values the study reported

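The study compared n = 2 samples per group. It gave average loop numbers of 86,382 for Lenti-GFP and 68,901 for Lenti-AS. It counted 545 changed loops, with 104 gained and 441 lost.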

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

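Every test in this part was chosen after the result had been seen. The pooled Lenti-AS matrix held 231314351 contacts once balancing was undone, and 37.3% of them lay outside both Lenti-AS libraries. In the pooled Lenti-GFP matrix this share was 5.13% of 216521618. It was singled out because the comparisons between groups rest on the single libraries and do not use these contacts.

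An error in undoing the balancing was weighed first. A pair listed in the pooled matrix needs no such step, and 32.3% of the listed Lenti-AS pairs had no contact in either library, which argues against it. Contacts from the Lenti-GFP libraries were weighed next. Of the trans pairs outside the Lenti-AS libraries, 0.606% were found in Lenti-GFP replicate 2, below the 0.883% of trans pairs seen once in the Lenti-AS libraries, which argues against it. Further reads of the same libraries should carry the same rate of contacts with the mitochondrial genome. That rate was 91.7 per 1000000 contacts outside the libraries, against 48.4 and 46.4 inside, which argues against it. A candidate explanation is a further Lenti-AS library that was merged into the pooled matrix. The labels' descriptions number the libraries of each group 2 and 3. The contacts outside had a trans share of 12.69%, against 13.03% and 12.97% in the Lenti-AS libraries and 12.64% and 12.78% in the Lenti-GFP libraries. Contacts within 1 bin made up 14.9%, below all 4 libraries, and contacts between 50 kb and 2 Mb made up 32.7%, above all 4. These values do not show which group such a library would belong to, so the explanation stays open. A library of another kind of sample was not tested, and no biological explanation was tested. Results drawn from the pooled matrices and from the single libraries therefore do not describe the same set of contacts.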

How the results depend on the processing

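The insulation scores of thinned libraries were chosen after seeing the data, and the other alternatives were planned. Of 120 alternative values, 79 kept the direction of the reported one or, for boundary overlap, moved by less than a limit given below. Of the others, 36 were counts more than 1.5 times away, 1 was no longer past its threshold and 4 reversed. The differences in trans share, in the share between 50 kb and 2 Mb, in loop distance, in number of boundaries and in the share of chromosome 12 kept their direction in every alternative run. With trans contacts alone, chromosomes 5, 6 and 17 changed sign with the groups apart both times. The share between 10 and 40 kb, not apart at first, went from -0.0541 to 0.167 points without contacts within 1 bin. Leaving out 1 library, the loop distance differed by -95 to -75 kb, boundaries by 236 to 352, and chromosome 12 by -0.11 to -0.06 on the log2 scale. Boundary overlap within minus between groups ran from -2.14 to 2.76 points. It changed sign without either Lenti-GFP library, and these 2 values are among the 79 although they reversed. The limit they fell under was the SD of the overlap of the Lenti-GFP pair (79.7%) and that of the Lenti-AS pair (75.4%). That SD holds a difference between the groups and is not a spread between replicates.

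Thinning the libraries reversed the difference in loops from -28163 to 2613, so the excess in Lenti-GFP may follow from depth. Contacts between 50 kb and 2 Mb had been made equal there, so depth does not account for the 2613 more loops in Lenti-AS. With all contacts and without 1 library the difference was -35364 to -20962. In place of the 17 differential loops, offsets for bin contacts gave 6 (5 higher and 1 lower), of which 3 were among the 17. Loops called in both libraries of a group gave 7, summed libraries 10, and DESeq2 2 with either set of factors. Leaving out 1 library gave 0 to 5. The cause was not tested.

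Under the study's rule, the 5812 loops became 779 at a mean count of at least 10, 3496 at q of at most 0.01, 9120 with summed libraries, and 745 or 847 with DESeq2. Lost loops outnumbered gained ones among the 4009 changed ones of 48393 loops called in both libraries of a group and the 43098 changed ones of 934248 pairs tested without requiring a loop call. Summed libraries put 35.8% of calls among the lost loops and DESeq2 33.6% or 29.8%, against 47.0%. Leaving out 1 library gave 3662 to 5508, the lowest without Lenti-GFP replicate 1. Changed loops were no shorter than static ones with summed libraries (0 kb), and they stayed shorter with static loops matched on mean count (-190 kb) and at an adjusted p below 0.05 (-400 kb). The cause was not tested.

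In place of the 1014 pairs of 100 kb bins, offsets for bin contacts gave 179, of which 32 were among the 1014, and the split turned from 289 higher and 725 lower to 139 higher and 40 lower. TMM gave 311 higher and 559 lower. DESeq2 gave 17, and leaving out 1 library 130 to 664. For compartments leaving out 1 library gave 0 to 281 bins. For insulation, a filter for windows of at least 100 contacts removed the 2 bins and left 0, and there were 0 with 100 kb windows, 7 with 500 kb and 6 with thinned libraries, and 50 to 73 when 1 library was left out. Trans bins fell from 291 to 58 with DESeq2, and ran from 80 to 1071 when 1 library was left out. With 1 library left out, the lone library is assumed to vary like the others. The cause was not tested.

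Feature by feature, the deviations of libraries with the same number were close to uncorrelated. The correlation was -0.00342 for the 32382 loops with a mean count of at least 10, the only loops used for it. It was 0.00560 for 100 kb pairs, -0.00528 for trans bins, -0.0170 for the eigenvector and -0.000892 for insulation. Summed over chromosomes they did deviate together (r = 0.940 across chromosomes), and counting error in single features could hide a like trend there. The labels name nothing that libraries of the same number share. With the replicate number as a block, edgeR called 16 loops, 4685 loops under the study's rule, 1486 pairs of 100 kb bins and 349 trans bins, and limma called 0 compartment bins, with 2986 at an unadjusted p below 0.05, and 105 insulation bins.

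The alternative with GC content and restriction sites, and the tests of the study's genes, were not run, since no genome or annotation of rn6 was used here. At 10 kb, low counts limit the loop test, which recovered 2.0% of 4-fold changes in simulated loops, and the smaller changes it called in Lenti-AS lay in pairs with high counts.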

Other observations

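Of the tests in this part, those of mitochondrial copies and batches for trans bins, and of chance for loops and for 100 kb pairs, were chosen before their result was seen, and the others after it.

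Under the study's rule 5812 loops changed here. That is higher than the value quoted from the study above, which came from another loop caller and another test. Of these, 3082 were gained and 2730 were lost. Both are higher than the values quoted from the study above. With DESeq2 the same rule gave 745 or 847 changed loops, of which 250 or 252 were lost. The size of this gap, and for lost loops its direction, thus depends on the tool. Most changed loops were lost in the study. Here lost loops made up 47.0%, and 33.6% or 29.8% with DESeq2. They outnumbered gained ones only among loops called in both libraries of a group (53.6%) and pairs tested without a loop call (50.6%).

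The higher number of loops in Lenti-GFP may follow from depth. At equal numbers of contacts between 50 kb and 2 Mb Lenti-AS had 2613 more loops than Lenti-GFP.

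The loops gained or lost under the study's rule may be largely chance differences between libraries. In the pooled contacts outside the 4 libraries, the log2 ratio of Lenti-AS to Lenti-GFP was 0.03 for gained and -0.02 for lost loops. They differed by 0.0534 (bootstrap SE 0.0475), against 1.59 and -1.87 in the libraries that were used to choose them. The pairs of 100 kb bins differed there by 0.32 (bootstrap SE 0.04) in the direction of the libraries, which argues against chance as the whole cause. Differences in contacts per bin between libraries may account for many of them, since 32 of the 1014 pairs were still called with offsets for bin contacts. The contacts outside the libraries may also carry a difference between batches, so an effect of the antisense RNA stays open and untested.

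Contacts between the mitochondrial genome and chromosomes came to 3.91 and 3.85 per 1000000 in the Lenti-GFP libraries and to 48.4 and 46.4 in the Lenti-AS libraries. A difference in depth does not account for this, since the rate of Lenti-GFP replicate 1 gives 275 such contacts at the depth of Lenti-AS replicate 2, where 3269 were found. In the pooled Lenti-GFP contacts outside the libraries the rate was 46.1 per 1000000, which argues against the antisense vector alone. That is 11.9 times the mean of the Lenti-GFP libraries, so a difference between library batches is a candidate explanation. The pooled Lenti-AS contacts outside the libraries had a rate of 91.7 per 1000000. A difference between the groups in the same direction was thus present outside the libraries too. The labels name no batch, and a biological effect was not tested.

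The 179 bins with more trans contacts in Lenti-AS, without those of the mitochondrial genome itself, were weighed in the same way. Contacts with the mitochondrial genome made up 0.0115% of their excess. A mitochondrial read placed on a nuclear copy would be counted as nuclear, so copies of mitochondrial sequence cannot be told apart from other causes by this share. Per 1000000 trans contacts, these bins held 1068 in the Lenti-GFP libraries, 1979 in the Lenti-AS libraries and 4820 in the Lenti-GFP contacts outside the libraries, so a difference between batches may be the cause. The bins were chosen for low values in the Lenti-GFP libraries, which by itself raises their ratio elsewhere. Of the 178 that lie on the numbered chromosomes and X, 46.1% were left out of the loop model for few cis contacts, against 4.41% of tested bins there and 29.1% of the bins with fewer trans contacts, so poorly mapped sequence cannot be told apart from other causes, since the remaining bins were used in the model. An effect of the antisense RNA stays open.

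The chromosome shares may follow a trend between libraries rather than the groups. The log2 ratios within both groups correlated across chromosomes with r = 0.940. The log2 ratio of Lenti-AS to Lenti-GFP also varied with these ratios of replicate 1 to replicate 2. Its Pearson r was -0.915 with the ratio within Lenti-GFP and -0.913 with that within Lenti-AS, although these ratios share libraries. A difference in copy number between the groups stays open.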
